# Genetic deletion of Kvβ2 (AKR6) causes loss of muscle function and increased inflammation in mice

**DOI:** 10.3389/fragi.2023.1175510

**Published:** 2023-06-12

**Authors:** Ravikumar Manickam, Jazmine Virzi, Anish Potti, Feng Cheng, David W. Russ, Srinivas M. Tipparaju

**Keywords:** Kvβ2, KCNAB2, AKR6, sarcopenia, inflammation, skeletal muscle

## Abstract

The voltage-gated potassium channels (Kv) are complex ion channels with distinct roles in neurotransmission, electrical conductivity of the heart, and smooth and striated muscle functions. Previously, we demonstrated that deletion of Kvβ2 in mice results in decreased Pax7 protein levels, hindlimb muscles and body weights, and fiber type switching. In the present study, we tested the hypothesis that Kvβ2 regulates skeletal muscle function in mice. The young and old Kvβ2 knockout (KO) and wildtype (WT) mice were utilized to test the aging phenotype and skeletal muscle function. Consistent with our previous finding, we found a significant reduction in hindlimb skeletal muscles mass and body weight in young Kvβ2 KO mice, which was also significantly reduced in old Kvβ2 KO mice compared with age-matched WT mice. Forelimb grip strength, and the hindleg extensor digitorum longus (EDL) muscles force-frequency relations were significantly decreased in young and old Kvβ2 KO mice compared to age-matched WT mice. Analysis of transmission electron microscopy images of EDL muscles in young mice revealed a significant reduction in the sarcomere length for Kvβ2 KO vs. WT. Hematoxylin and eosin-stained tibialis anterior muscles cryosections displayed a significant decrease in the number of medium (2,000–4,000 µm^2^) and largest (>4,000 µm^2^) myofibers area in young Kvβ2 KO vs. WT mice. We also found a significant increase in fibrotic tissue area in young Kvβ2 KO mice compared with age-matched WT mice. Analysis of RNA Seq data of the gastrocnemius muscles (GAS) identified significant increase in genes involved in skeletal muscle development, proliferation and cell fate determination, atrophy, energy metabolism, muscle plasticity, inflammation, and a decrease in circadian core clock genes in young Kvβ2 KO vs. WT mice. Several genes were significantly upregulated (384 genes) and downregulated (40 genes) in young Kvβ2 KO mice compared to age-matched WT mice. Further, RT-qPCR analysis of the GAS muscles displayed a significant increase in pro-inflammatory marker Il6 expression in young Kvβ2 KO mice compared to age-matched WT mice. Overall, the present study shows that deletion of Kvβ2 leads to decreased muscles strength and increased inflammation.

## Introduction

The voltage-gated potassium (Kv) channels are transmembrane channels selective to K^+^ and belong to the larger ion channel families (Gutman et al., 2003). The Kv channels modulate action potential shape and duration in a variety of tissues, including skeletal and cardiac muscles (Nerbonne, 2016; Kilfoil et al., 2019). The human genome encodes 40 Kv channels that are classified into 12 groups based on their amino acid sequence homology (Kv1-12) with diverse physiological functions (Wulff et al., 2009). The α-subunits form homo- or heterodimers and can also associate with cytoplasmic β-subunits (Long et al., 2005). The voltage gated Kv channels (Kv1,4,7) influence the threshold and number of action potentials generated during depolarization or excitatory synaptic potentials. Whereas Kv2 and Kv3 modulate the duration and firing pattern of the action potentials. The kinetics of Kv channels also influence the action potentials generated. The Kv channels also play a role in calcium signaling, cell proliferation, migration, differentiation, cell death and maintenance of cell volume (Bachmann et al., 2020). Deficiency of Kv channels leads to neurological and metabolic disorders, cardiovascular and autoimmune diseases, cancer, and deafness (Glasscock et al., 2010; Leitner et al., 2011; Anderson et al., 2019; Trosclair et al., 2021). Therapeutically, the Kv channel activators or blockers alter the action potential’s firing pattern (Vyas et al., 2019).

Skeletal muscle is a major tissue comprising around 40% of the total body mass in humans. Skeletal muscle is also an active metabolic organ and helps in movement through contraction and relaxation of the myofibrillar proteins upon nervous stimulation. It has high tissue plasticity to adapt to varying conditions such as exercise, pathophysiological states, and aging (Manickam and Wahli, 2017). Sarcopenia, the age-associated decline in muscle mass and mechanical function, occurs in the context of chronic inflammation, mitochondrial dysfunction, metabolic deregulation, reduced stem cell number and function, and altered gene expression (Larsson et al., 2019). In a previous study, we demonstrated that loss of Kvβ2 leads to decrease muscle size and mass, and therefore in the present study we evaluated the effect of Kvβ2 deletion on muscle strength and impact in both young and aging mice.

The Kvβ subunits 1–3/KCNAB family of Kv channels belong to NADPH-dependent aldo-keto reductases (AKR) and bind to NADPH-cofactors. These Kvβ subunits form complexes with Kv1 and Kv4 channels α-subunits and modulates the gating and kinetics of Kv channels, membrane localization, and their redox sensitivity (Bähring et al., 2001; McCormack et al., 2002; Tipparaju et al., 2008). The expression of different Kvβ subunits such as Kvβ1.1–1.3, and Kvβ2 plays an important role in skeletal muscle development and physiology (Grande et al., 2003). Intriguingly, the deletion of Kvβ2 in mice leads to decreased life span, increased seizures and cold-induced tremors (McCormack et al., 2002). Previously, we reported that deletion of Kvβ2 in mice led to reduce body weight, hindlimb muscle mass and size, and decreased muscle stem cells marker Pax7 protein levels, with increased Nedd4, Calcineurin, and MHC1 and MHC2a protein levels (Grande et al., 2003; Chapalamadugu et al., 2018). We also demonstrated that Kvβ2 is involved in cardiomyocyte repolarization and metabolism (Kilfoil et al., 2019), and that deletion of Kvβ2 in mice decreases isoproterenol-induced heart muscle injury and circadian clock genes (Tur et al., 2021). Therefore, we hypothesized that deletion of Kvβ2 in mice not only affects the skeletal muscle mass but also its contractile function and grip strength.

## Materials and methods

### Animals

The hemizygous Kvβ2^+/−^ null mice were a generous gift from Dr. Geoffrey Murphy (University of Michigan, MI, United States). The Kvβ2^+/−^ null mice were interbred to generate the age-matched wildtype (WT) and Kvβ2^−/−^ knockout (KO) mice as described previously (McCormack et al., 2002). All mice were fed with food and water *ad libitum*, and were maintained at Morsani College of Medicine, University of South Florida, FL, United States. The young (14–20 weeks) and old (1–2 years) WT and KO male mice were used in this study. All animal work was approved before the start of the study by the Institutional Animal Care and Use Committee (IACUC) at the University of South Florida, FL, United States.

### Grip strength

The forelimb grip strengths of 14–16 weeks and 50–58 weeks old WT and KO mice were measured with Chatillon force measurement DFE II grip strength meter (Ametek, Columbus Instruments, OH, United States) as described previously (Manickam et al., 2022). Five individual measurements were recorded per mouse and is represented as the average grip strength expressed as KGF/Kg body weight, where *n* = 6–15 mice/group.

### Myofiber force frequency relationship

The *ex vivo* contractility and force-frequency relationship (FFR) were measured as described previously (Manickam et al., 2022). Briefly, the extensor digitorum longus (EDL) muscles from both hindlimbs were collected after euthanizing the mice in compliance with the University of South Florida, IACUC guidelines. Immediately after dissecting the EDL free, it was tied with surgical suture to a force transducer in buffer containing 137 mM NaCl, 0.4 mM NaH_2_PO_4_, 5.1 mM KCl, 1.05 mM MgCl_2_, 2.0 mM CaCl_2_, and 10 mM glucose at pH 7.4 in the bath maintained at 22°C and continuously aerated with 95% O_2_/5% CO_2_. After equilibration the optimal muscle length (*l*_*0*_) for each muscle was calculated and subjected to stimulation trains (500 ms) of frequencies ranging from 1 to 125 Hz, 1 per minute to determine the force-frequency relationship. The stimulation was delivered with S48 stimulators (Grass Products, RI, United States), and all pulses were 1 ms in duration. The peak forces of each contraction at the different stimulation frequencies were used to plot the FFR. The FFR was expressed in both absolute (mN) and normalized (mN/mg muscle mass) terms, with *n* = 4–7 mice/group.

### Transmission electron microscopy

The transmission electron microscopy (TEM) images were obtained as described previously (Manickam et al., 2022). Briefly, the hindlimb EDL muscles were dissected and fixed immediately with 2.5% glutaraldehyde in 0.1 M sodium phosphate buffer for 2 h at room temperature (RT), and overnight at 4°C. Subsequent washes were carried out in phosphate buffer solution and then fixed with 1% osmium tetroxide in phosphate buffer for 2 h at 4°C. After rinsing in phosphate buffer, the muscles were then dehydrated in ethanol and acetone at RT and infiltrated in acetone: pure resin for 4 h and then embedded in the embedding wax. Polymerization of the embedding mix was carried out at 70°C overnight. 1 µm and 70 nm thin sections were cut with Reichert Ultracut microtome, stained with 2% uranyl acetate, and contrasted with lead citrate as per standard protocol. Images were obtained at x15,000, ×30,000 and ×50,000 magnifications with JOEL1400 transmission electron microscope. The myofibrillar sarcomere lengths were analyzed at ×30,000 magnified images and quantified using ImageJ software, where *n* = 3 mice/group. 7–14 images were analyzed per mouse with a total of 184 and 191 myofibrils for the young WT and KO mice, respectively. For quantification, the yellow lines were drawn from one Z-line to the next Z-line of the I bands using NIH ImageJ software to measure the length of myofibrils sarcomeres.

### Van Gieson staining

The hindlimb tibialis anterior (TA) muscles were dissected out from the young and old WT and KO mice and embedded in optimal cutting temperature (OCT) medium and frozen in isopentane chilled in liquid nitrogen and stored at −80°C. 10 µm thick transverse serial cryosections were cut at the mid-belly region using Leica (CM1860) cryostat machine and stained with Weigert’s iron hematoxylin for 10 min at RT. After washing with tap water, the sections were left in picrofuchsin solution for 20 min at RT. Washes were done with graded ethanol with picric acid, and finally with 100% ethanol until clear. The sections were then cleared with xylene for 5 min twice at RT and mounted with DPX mountant. Montage images were obtained at ×10 magnifications with Olympus IX73 inverted microscope using CellSens Standard software (Olympus Soft Imaging Solution, United States). Quantification of the fibrotic tissues area (red color) was carried out with ImageJ software (NIH, United States), where *n* = 3 mice/group. The representative images were taken at ×20 magnification.

### Quantitative real-time polymerase chain reaction

Total RNA was isolated from the hindlimb gastrocnemius (GAS) muscles of the young and old WT and KO mice using Exiqon miRCURY RNA isolation kit (Exiqon, MA, United States) as per manufacturer’s recommendation. cDNA was synthesized from the isolated total RNA using iScript cDNA synthesis kit (Bio-Rad Laboratories, CA, United States). Il6 expression was measured with iTaq Universal SYBR Green Supermix with CFX96 Real-Time C1000 Touch Thermal Cycler System (Bio-Rad Laboratories, CA, United States). The cDNA synthesis and qPCR procedures were performed as described previously (Chapalamadugu et al., 2018). The mouse GAPDH was used as an internal control reference gene, where *n* = 5–8 mice/group.

### Whole transcriptomic sequencing (RNA seq)

The hindlimb GAS muscles whole transcriptome sequencing was carried out as described previously (Manickam et al., 2022). Total RNA was extracted from the GAS muscles of young WT and KO mice, and the RNA quality and integrity were determined. RNA Seq library was then prepared. The cDNA library quality was determined before sequencing with Illumina PE150 platform. The data generated were analyzed between the WT and KO mice, where *n* = 3 mice/group for bioinformatics analysis.

### Bioinformatics

RNA-Seq data was analyzed by using two open-source software programs: TopHat and Cufflinks (Trapnell et al., 2012). Raw reads were mapped to mice GRCm38 genome by using TopHat. Cufflinks quantified genes across WT and KO groups to find differentially expressed genes (*q* value < 0.05) between these two groups. The differentially expressed genes were then entered into the Database for Annotation, Visualization, and Integrated Discovery (DAVID) (Sherman et al., 2022) to explore the KEGG gene pathways that are enriched in these genes.

### Statistical analysis

Statistical analyses were performed with GraphPad Prism 9.5.1 or SigmaPlot software. An unpaired Student’s t*-*test was utilized when comparing only two groups. A 3-way ANOVA, with 2 between-subjects factors (age and genotype) and one repeated factor (frequency) was used to test the FFR. Data are represented as mean ± SD. Statistical significance was set at *p* < 0.05 for all data analyzed either with GraphPad Prism 9.5.1 or SigmaPlot software with *post hoc* tests.

## Results

### Genetic ablation of Kvβ2 in mice results in decreased body weight

Consistent with our previous publication, the young (20 weeks) Kvβ2 KO mice displayed a significant (*p* = 0.0215) decrease in body weight compared to littermate WT mice (Chapalamadugu et al., 2018). In the present study, we demonstrate that a similar significant (*p* = 0.0161) reduction in body weight was noticed in old (1.5–2 years) Kvβ2 KO mice compared with age-matched WT mice (Figures 1A, B). Together this suggests that the deletion of Kvβ2 in mice results in decreased body weight postnatally and during aging.

**FIGURE 1:**
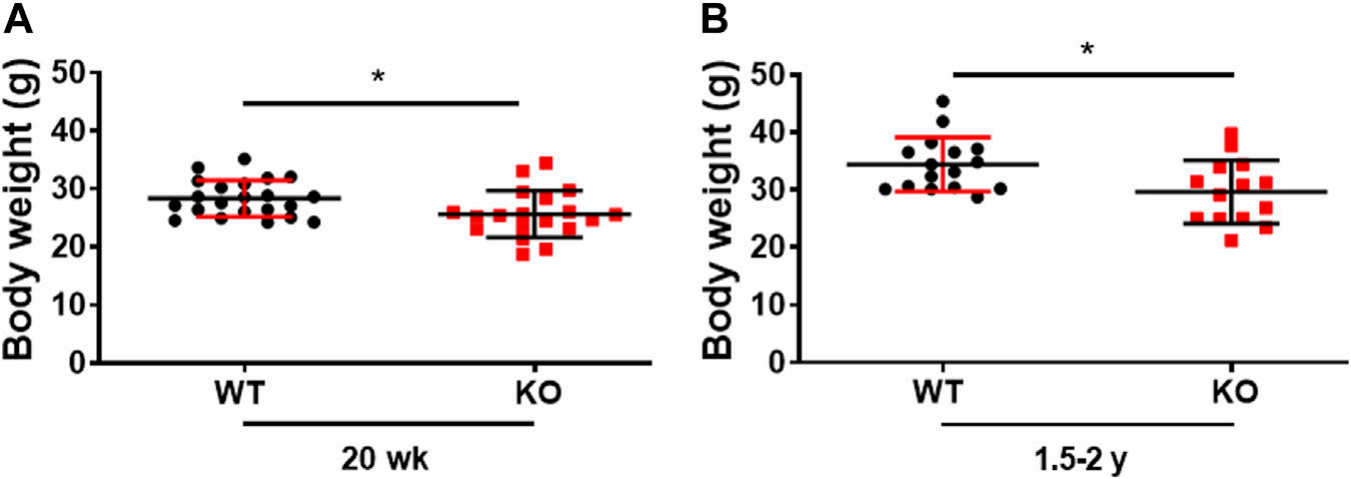
Genetic ablation of Kvβ2 in mice results in decreased body weight. **(A)** Body weight of young (20 weeks) and **(B)** old (1.5–2 years) wildtype (WT) and Kvβ2 knockout (KO) male mice in grams (g). Data are expressed as mean ± SD; *p < 0.05.

### Deletion of Kvβ2 in mice results in decreased physical performance and muscle force-frequency relationship

Previously, we demonstrated that deletion of Kvβ2 in mice results in decreased hindlimb muscles size and mass, and the muscle stem cells marker Pax7 protein levels (Chapalamadugu et al., 2018). However, it was not known if those changes resulted in any alterations in skeletal muscle contractile function and grip strength. Therefore, in the present study we assessed the forelimb grip strength and *ex vivo* skeletal muscle force-frequency relationship (FFR) of the hindlimb EDL muscles as a measure of function in the age-matched WT and KO mice. Young (14–16 weeks) Kvβ2-KO mice displayed a significant (*p* = 0.0446) decrease in forelimb grip strength compared to age-matched WT mice (Figure 2A). A similar significant (*p* = 0.0417) reduction in the forelimb grip strength was also noticed during aging in the 50–58 weeks-old Kvβ2 KO mice compared to age-matched WT mice (Figure 2B). In addition, the young (Y-20 weeks) and old (O-2yr) Kvβ2 KO mice displayed a decrease in the hindlimb EDL muscles absolute and normalized FFR compared with age-matched WT mice. There was a significant effect of genotype (*p* < 0.001), and an age x genotype (*p* = 0.006) interaction (Figures 2C, D). Together, these data suggests that deletion of Kvβ2 in mice results in impaired muscle function both *in vivo* and *ex vivo*.

**FIGURE 2:**
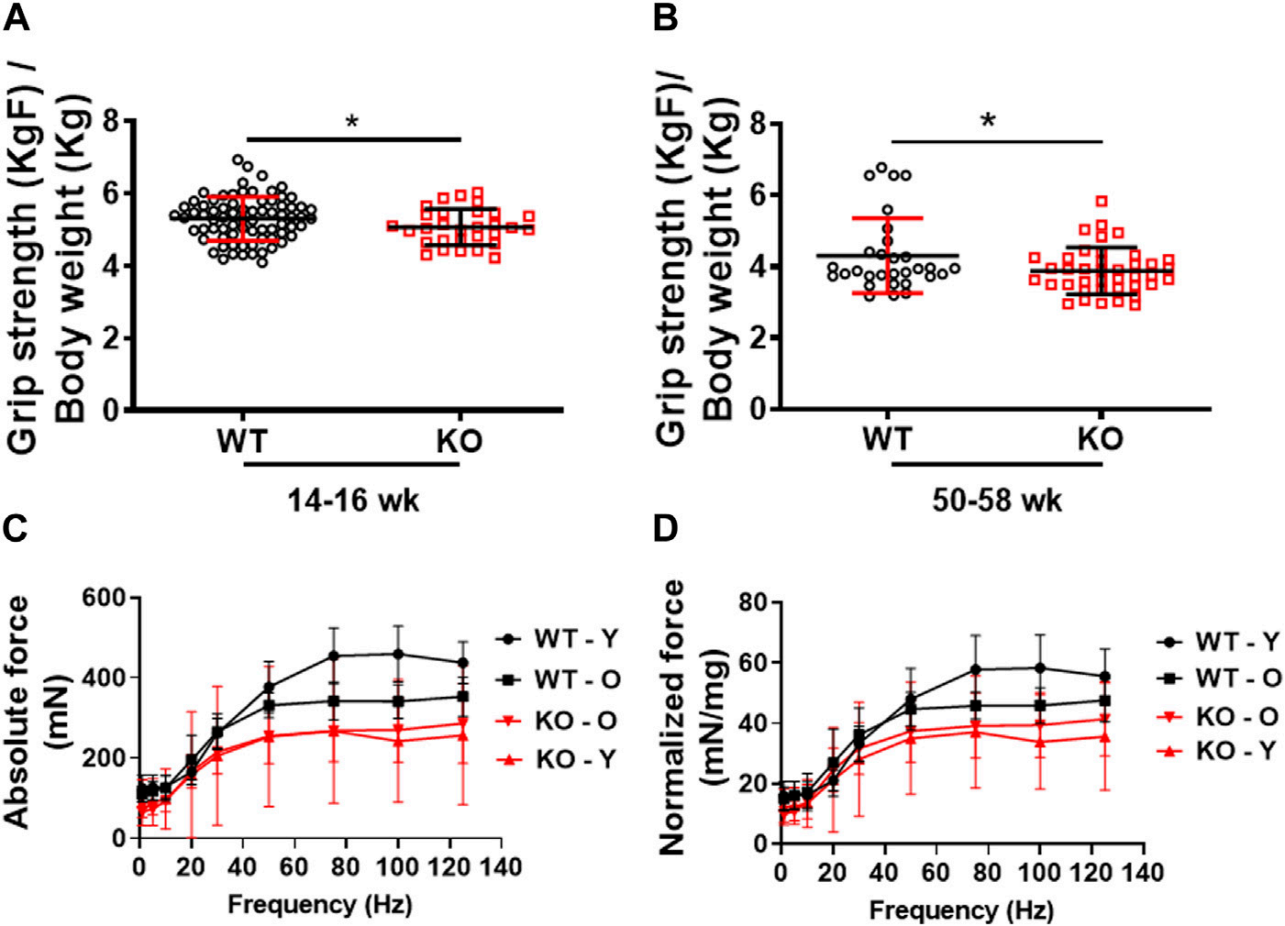
Decreased physical performance and myofiber force frequency of Kvβ2 KO mice. **(A)** Forelimb grip strength of young (14–16 weeks) and **(B)** old (50–58 weeks) wildtype (WT) and Kvβ2 knockout (KO) male mice. Data are expressed as mean ± SD; *p < 0.05. **(C)** The absolute force frequency, and **(D)** normalized force frequency of young (20 weeks) and old (2 years) WT and KO male mice hindlimb EDL muscles. The F statistics of the myofiber force frequencies with frequencies as a repeated measure displayed a significant effect on genotype (*p* < 0.001) and the age x genotype interactions (*p* = 0.006). Data are expressed as mean ± SD; where Y, Young; O, Old mice.

### Decreased hindlimb skeletal muscle mass in Kvβ2 KO mice

Previously, we showed that deletion of Kvβ2 in young mice results in decreased mass of hindlimb muscles: biceps femoris, gastrocnemius, and soleus (Chapalamadugu et al., 2018). Here we show a similar significant decrease not only in the young (20 weeks) Kvβ2 KO mice hindlimb muscles EDL (*p* = 0.0343), GAS (*p* = 0.0056), and Quadriceps (QUAD) (*p* = 0.0001) but also in the old Kvβ2 KO mice EDL (*p* = 0.0213), GAS (*p* = 0.0021), and QUAD (*p* = 0.0003) muscles compared to age-matched WT mice (Figures 3A–F). In addition, the direct comparison of old (2 years) WT and young (20 weeks) Kvβ2 KO mice hindlimb muscles EDL (*p* = 0.4146), GAS (*p* = 0.1065), and QUAD (*p* = 0.1169) did not show any significant difference in their weights (Supplemental Figures S1A–C). This clearly suggests that the reduction in muscle mass in Kvβ2 KO mice leads to decreased hindlimb muscles grip strengths both in the young and old mice.

**FIGURE 3:**
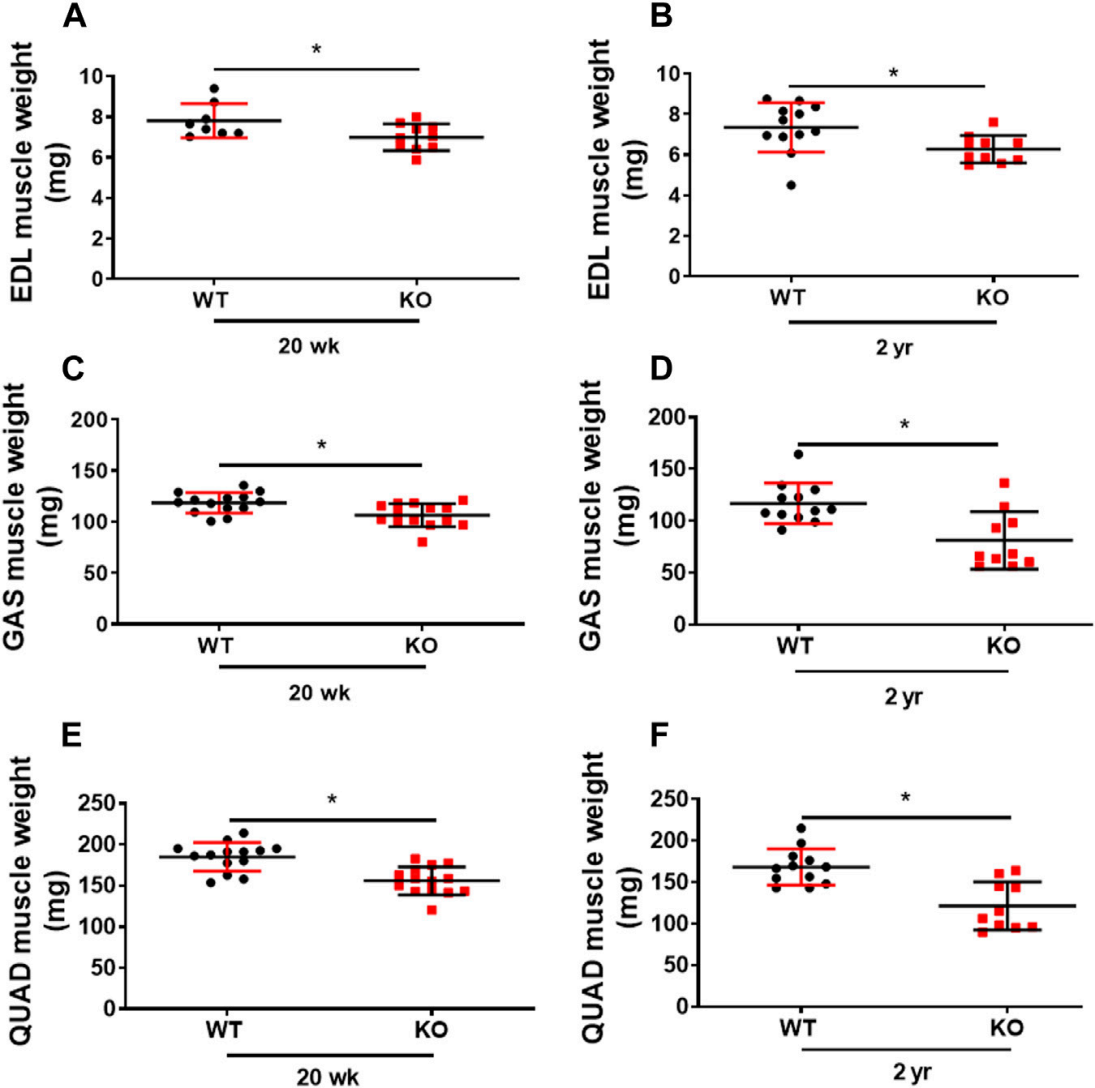
Deficiency of Kvβ2 in mice results in decreased hindlimb muscles weight. **(A)** The hindlimb EDL muscles weight of young (20 weeks) and **(B)** old (2 years) WT and KO male mice in milligrams (mg). **(C)** GAS muscles weight of young (20 weeks) and **(D)** old (2 years) WT and KO male mice in milligrams (mg). **(E)** The QUAD muscles weight of young (20 weeks) and **(F)** old (2 years) WT and KO male mice in milligrams (mg). Data are expressed as mean ± SD; *p < 0.05.

### Kvβ2 regulates skeletal muscle fiber size

The transmission electron microscopy image analysis of the longitudinal sections of the hindlimb EDL muscles displayed a significant (*p* = 0.0086) reduction in myofibrils sarcomere length in the young (20 weeks) Kvβ2 KO mice compared to age-matched WT mice (Figures 4A–C). In addition, a significant reduction in the myofiber cross-sectional area of the medium (2,000–4,000 µm^2^) (*p* = 0.0016) and largest (>4,000 µm^2^) (*p* = 0.0009) sized myofiber areas was also observed in the young (20 weeks) Kvβ2 KO mice hindlimb TA muscles cryosections stained with hematoxylin and eosin (H&E) compared to age-matched WT mice (Figures 4D, E), These results further confirm that deletion of Kvβ2 in mice results in decreased hindlimb muscle mass.

**FIGURE 4:**
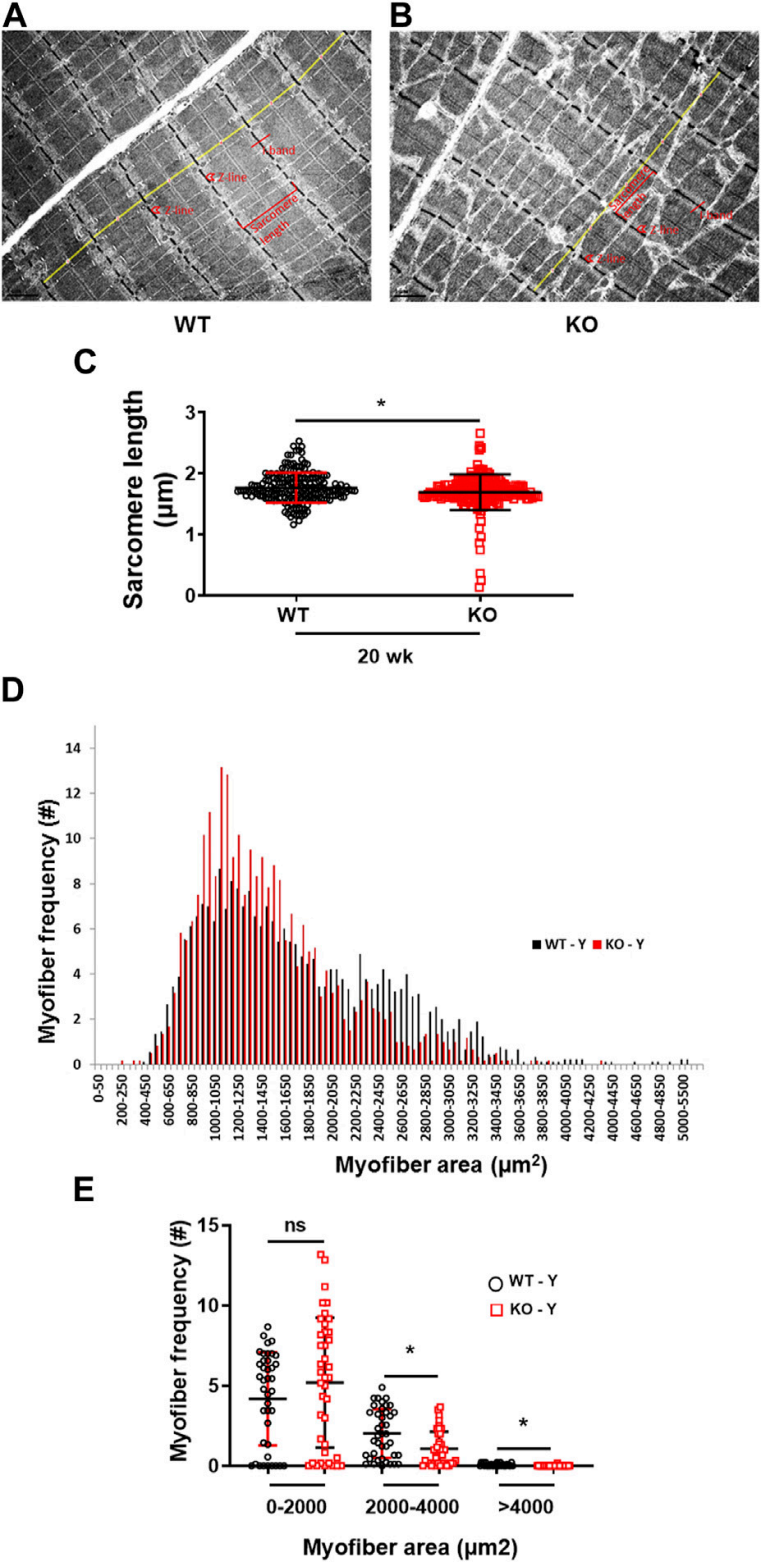
Reduced sarcomere length and myofiber size of Kvβ2 KO mice. Representative images of transmission electron microscopy of the hindlimb EDL muscles of young (20 weeks) **(A)** WT and **(B)** KO male mice. **(C)** Quantification of the EDL myofibrils sarcomere length (marked in yellow lines from one Z-line to the next Z-line [red arrow heads] of the I-bands [red lines] of the sarcomere) of WT and KO mice, where *n* = 184 and 191, respectively. **(D,E)** Quantification of 250 random myofibers cross-sectional areas of hematoxylin and eosin-stained TA muscles, where *n* = 3 mice/group x 3 sections/mouse. Data are expressed as mean ± SD; *p < 0.05; ns, non-significant.

### The young Kvβ2 KO mice phenocopy inflammaging phenotype

We then assessed the inflammaging phenotype of the skeletal muscles of the young (20 weeks) and old (2 years) mice through Van Gieson staining (fibrosis) of the hindlimb TA muscles cryosections and expression of the proinflammatory marker Il6 through RT-qPCR. Deletion of Kvβ2 displayed a significant (*p* = 0.0103) increase in fibrotic tissue area in the young (20 weeks) mice compared to age-matched WT mice, whereas it was found to be non-significant (*p* = 0.3081) in the old mice between the genotypes (Figures 5A–C). This was accompanied by a significant (*p* = 0.0008) increase in the proinflammatory marker Il6 expression in the young (20 weeks) Kvβ2 KO mice compared to age-matched WT mice (Figure 5D). However, the expression levels Il6 was found to be non-significant (*p* = 0.1699) in the 2 years old WT and KO mice (Figure 5E).

**FIGURE 5:**
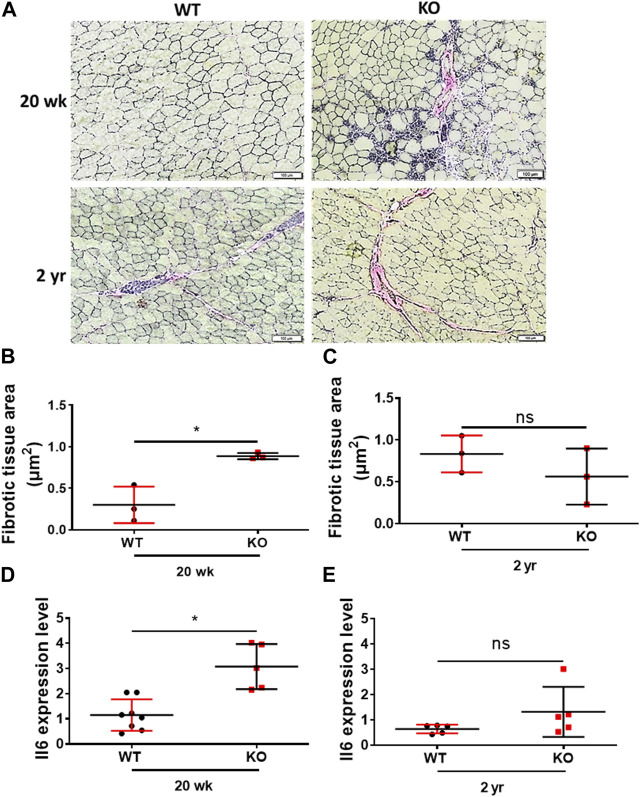
Deletion of Kvβ2 results in increased skeletal muscle tissue fibrosis in young mice. **(A)** Representative ×20 magnification images of the hindlimb TA muscles cross-sections at mid-belly region of young (20 weeks) and old (2 years) WT and KO male mice stained with Van Gieson stain. **(B)** Quantification of fibrotic tissues area (red color) of young (20 weeks) and **(C)** old (2 years) WT and KO male mice stained with Van Gieson stain, where *n* = 3 mice/group whole sections. **(D)** RT-qPCR analysis of Il6 expression levels in young (20 weeks) and **(E)** old (2 years) WT and KO male mice, where *n* = 5−8 mice/group. Data are expressed as mean ± SD; *p < 0.05, ns, non-significant.

### Deletion of Kvβ2 in mice results in enhanced skeletal muscle atrophy, inflammation, altered metabolism, and circadian clock genes expression

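Total RNA from the hindlimb gastrocnemius (GAS) muscles of 3 WT and 3 Kvβ2 KO mice, 20 weeks of age, was sequenced with 1 library per mouse. The libraries carried the replicate numbers 1, 7 and 8 in each genotype. The authors mapped the reads to the mouse genome GRCm38 with TopHat and used Cufflinks to quantify genes and to find those that differed. They deposited the FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of a library) of 37979 genes in each library, without counts. The depth was therefore estimated from the low FPKM values of genes with 1 annotated transcript, which fell on steps of whole fragments. By this estimate, KO replicates 1, 7 and 8 held 13970000, 18040000 and 14990000 fragments, and WT replicates 1, 7 and 8 held 19260000, 19140000 and 20120000, so that every KO library was less deep than every WT library. The authors' test on the reads could not be rerun from FPKM values. Differential expression was tested here with limma on log2(FPKM + 0.1) over the 12334 genes with a mean of at least 0.5 FPKM, with Benjamini-Hochberg adjustment. Fold changes are on this scale, which understates the change of genes with low FPKM. A 3 against 3 comparison cannot give an exact permutation p under 0.1. The targeted gene *Kcnab2* (ENSMUSG00000028931) lies on the minus strand of chromosome 4, 152390742 to 152477871 of GRCm38, and encodes Kvβ2. It was at 0.233, 0.100 and 0.110 FPKM in WT replicates 1, 7 and 8. It was listed at 0 in KO replicates 1 and 8 and was at 0.0151 FPKM in KO replicate 7, so all KO libraries lay under all WT libraries (exact permutation test, two-sided, p = 0.1). The level in WT muscle was under the filter of the test. The paralog *Kcnab1* ranged from 14.4 to 22.4 FPKM in WT and from 9.86 to 18.97 FPKM in KO muscle, with a log2 fold change of -0.41 (standard error 0.27, adjusted p = 0.370), and *Kcnab3* stayed at 0.108 FPKM or less in each library. An FPKM of exactly 0 in this table is not always a measured absence. Of the 13 protein-coding mitochondrial genes, 9 are listed at 0 in all 6 libraries, and so are the muscle genes *Myh4*, *Atp2a1* and *Tnnt3*. Such genes are called listed at 0, with the value of each library.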

To evaluate the differential gene expression of the young Kvβ2 KO and WT mice, RNA Seq analysis was performed in the hindlimb GAS muscles. The volcano plot shows the number of differentially expressed key genes (Figure 6A) that were significantly (*p* < 0.05) upregulated (384 genes) and downregulated (40 genes) in the young Kvβ2 KO mice compared to age-matched WT mice. 

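At an adjusted p under 0.05 and at least a 2-fold change, 22 genes were upregulated and 7 genes were downregulated in the KO mice. Without the fold threshold these were 31 and 9 genes, and at an unadjusted p under 0.05 they were 1891 and 1339 genes. Of the genes past both thresholds, 6 upregulated and 7 downregulated genes were listed at 0 in at least 1 library. The 5 upregulated genes with the largest change were all listed at 0 in the 3 WT libraries. In KO muscle, *mt-Nd2* was at 16777 to 20129 FPKM, *Tpm1* at 14651 to 19415 FPKM, *mt-Nd6* at 9443 to 10064 FPKM, *mt-Nd5* at 7394 to 8068 FPKM and *Ttn* at 151 to 189.8 FPKM. The 5 downregulated genes with the largest change were small RNA genes, all listed at 0 in the 3 KO libraries. In WT muscle, the mitochondrial tRNA *mt-Tc* was at 1423 to 4827 FPKM, *Mir5125* at 384 to 1676 FPKM, CAAA01206539.1.10326.1 at 11.04 to 71.04 FPKM, AC139323.1 at 8.01 to 9.39 FPKM and *Snora44* at 3.53 to 12.1 FPKM. The other 16 upregulated genes were above 0 in every library, and 0 downregulated genes were. Among these, picked after their values were seen, *Gtpbp6* (ENSMUSG00000033434, chromosome 5, 110103975 to 110108197) had the largest change, with 0.673 ± 0.0618 FPKM (SD, n = 3) in WT and 2.30 ± 0.483 FPKM (SD, n = 3) in KO muscle and a log2 fold change of 1.62 (standard error 0.22, adjusted p = 0.0435). *Tppp3* (ENSMUSG00000014846, chromosome 8, 105467493 to 105471526) had the lowest adjusted p, with 17.4 ± 2.87 FPKM (SD, n = 3) in WT and 49.9 ± 4.29 FPKM (SD, n = 3) in KO muscle and a log2 fold change of 1.52 (standard error 0.14, adjusted p = 0.00844). With each library left out in turn, their log2 fold changes stayed between 1.48 and 1.77 and between 1.41 and 1.64, but *Gtpbp6* was past the threshold in 0 of these 6 fits and *Tppp3* only without WT replicate 8. When the genes listed at 0 in any library were left out of the test, a choice made after the values were seen, *Tppp3* was the 1 gene that passed. Of the settings chosen before the data were examined, limma's array weights moved the counts most and gave 335 upregulated and 119 downregulated genes. With those weights, 3147 genes had an adjusted p under 0.05 for KO against WT. Of the 9 splits that mixed the genotypes, 1 called 6939 genes and the other 8 called 0 to 2823. The log2 fold change also rose with the GC content of the exons (Spearman's rho = 0.70 across tested genes, which are not independent replicates). Among genes of 60% GC or more, 223 were higher and 2 lower in the KO mice at an unadjusted p under 0.05, and among genes of 40% to 44% GC, 7 were higher and 557 lower. After each library was corrected for this trend, 6 upregulated and 7 downregulated genes were past both thresholds. The 6 were the 5 genes listed at 0 in the WT libraries and *Ncam1*. The correction covered the 11985 genes of known GC content. The upregulated entries *Eid1* (ENSMUSG00000078135) and *Gm15469* were not in the annotation used for it, so they were not tested there. A more abundant entry of *Eid1* (ENSMUSG00000091337) was lower in the KO mice, with a log2 fold change of -0.62 (adjusted p = 0.0981 as deposited). It was at 12.4 to 19.2 FPKM in WT and 9.26 to 11.3 FPKM in KO muscle, so a rise of *Eid1* as a whole is not shown. *Gtpbp6* and *Tppp3* were no longer called, with log2 fold changes of 0.89 and 1.00.

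**Figure D1:**
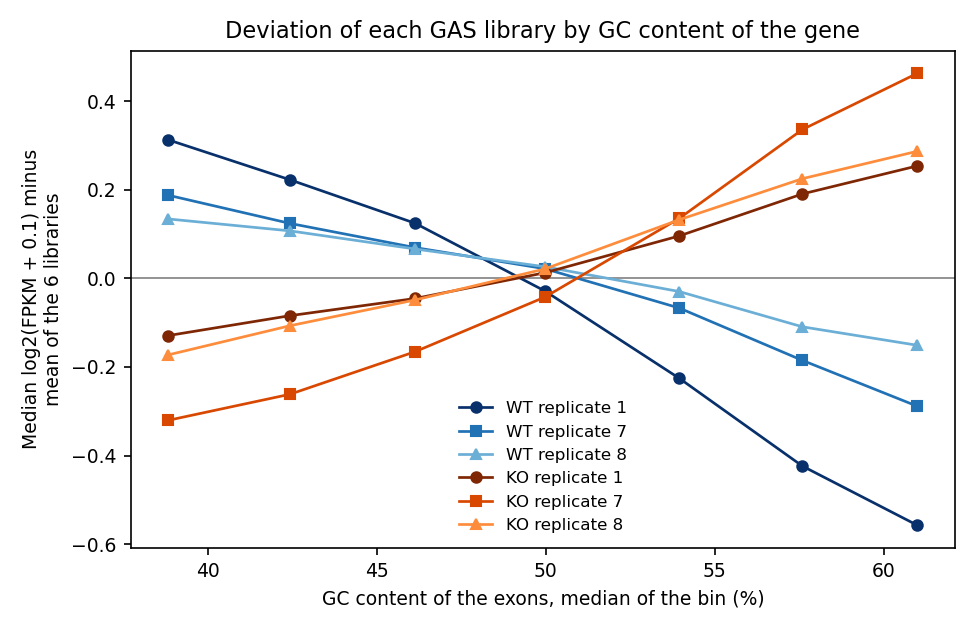
Median deviation of each library from the mean of the 6 libraries, in log2(FPKM + 0.1), for tested genes in 7 bins of exonic GC content (%, placed at the median of the bin). Each line is 1 mouse, with WT in blue and KO in orange. In the bin of highest GC content the KO libraries lay at 0.25 to 0.46 and the WT libraries at -0.56 to -0.15, and in the bin of 48% to 52% all 6 lay at -0.042 to 0.026.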

Subsequent heat map analysis of the differentially expressed key genes in the young Kvβ2 KO and WT mice displayed a significant (*p* < 0.05) increase in the expression of genes involved in skeletal muscle development, cell proliferation and determination (*Myo1d, Notch1*, and *Notch4*), muscle atrophy (*Trim54, Hdac5, Sumo2, Acvr1b,* and *N4bp3*), energy metabolism and muscle plasticity (*Irs2, Akt1, Ucp2, Fndc5, Plin3, Plin4, Ppara,* and *Ppard*), and inflammation (*Il6ra* and *Il34*), and a decrease in circadian core clock (*Clock* and *Arntl*) genes along with an increase in the negative feedback loop clock gene repressors such as *Per1, Per2* and *Cry2* in young Kvβ2 KO mice compared to age-matched WT mice. However, there was also a decrease in *Acvr2a, Cry1* and *Il1r1* genes expression in the young Kvβ2 KO mice compared to age-matched WT mice (Figure 6B) suggesting the differential regulation of various signaling pathways involved in muscle atrophy, peripheral circadian rhythm and inflammation between the genotypes (Figures 6C, D).

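The heat map genes of Figure 6B and *Sirt6* make up 27 genes, of which 26 passed the filter on low FPKM. Of these, 0 had an adjusted p under 0.05 over all genes tested, 22 had an unadjusted p under 0.05 and 21 passed when adjusted over the list alone. The study chose the list on these samples, so the last count is not independent evidence. The tested genes moved in the direction of the heat map, with 20 higher and 6 lower in the KO mice. Without WT replicate 7, 11 genes passed when adjusted over the list alone, and without KO replicate 8, 13 genes did. After correction for GC content the number was 5 (*Cry1*, *Per1*, *Plin4*, *Ppard* and *Trim54*), and 10 genes had an unadjusted p under 0.05. The median GC content was 56.4% for the 21 genes that were higher in the KO mice, 43.5% for the 6 that were lower and 50.1% for all tested genes. Among the genes of muscle development and cell fate, *Notch4* (ENSMUSG00000015468, chromosome 17, 34564268 to 34588503) was at 0.613 ± 0.157 FPKM (SD, n = 3) in WT and 1.29 ± 0.190 FPKM (SD, n = 3) in KO muscle, a log2 fold change of 0.98 (standard error 0.27, adjusted p = 0.0946). *Notch1* (ENSMUSG00000026923, chromosome 2, 26457903 to 26516663) was at 0.674 ± 0.117 FPKM (SD, n = 3) in WT and 1.18 ± 0.397 FPKM (SD, n = 3) in KO muscle, a log2 fold change of 0.70 (standard error 0.29, adjusted p = 0.187). For both, all 3 KO libraries lay above all 3 WT libraries (exact permutation test, two-sided, p = 0.1, the smallest p that 3 against 3 allow). The correction for GC content lowered their log2 fold changes to 0.31 and 0.30. *Myo1d* (ENSMUSG00000035441, chromosome 11, 80482126 to 80780025) did not separate the genotypes. It was at 0.706, 0.693 and 0.817 FPKM in WT replicates 1, 7 and 8 and at 1.35, 1.33 and 0.620 FPKM in KO replicates 1, 7 and 8, and its log2 fold change of 0.45 (adjusted p = 0.410) was within the spread of the KO libraries.

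**Figure D2:**
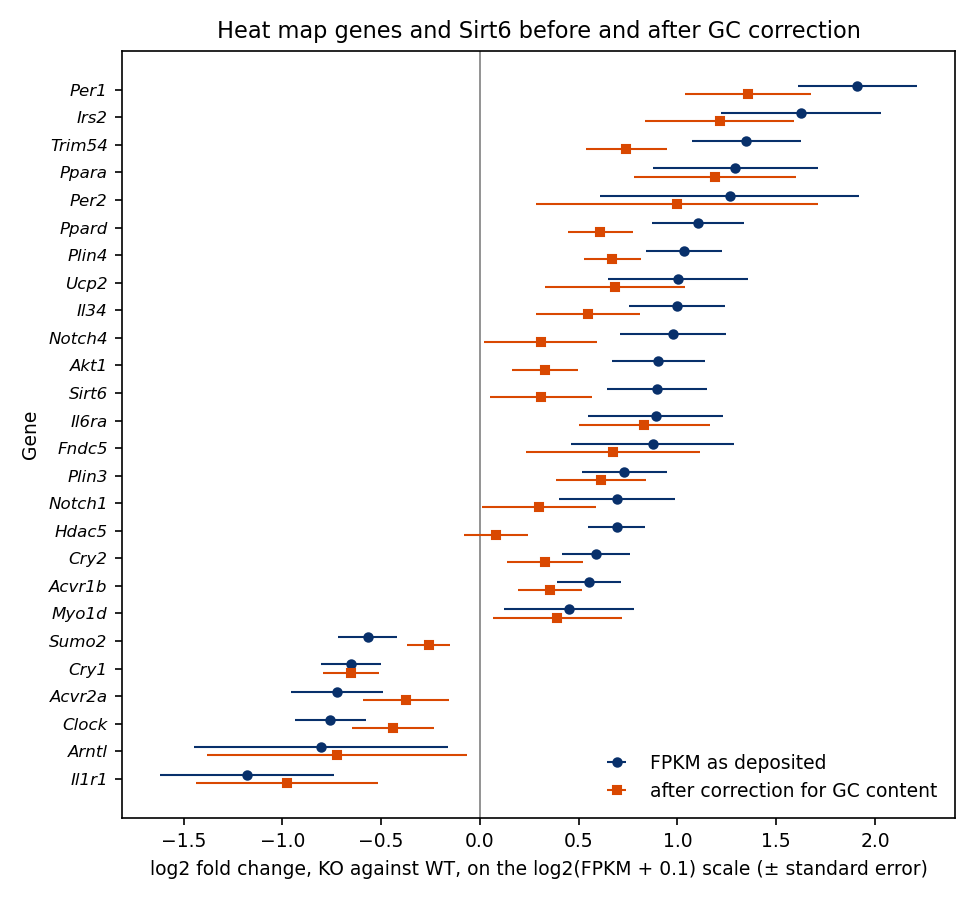
Log2 fold change of the 26 tested genes (heat map genes and *Sirt6*, which is counted among the 26), KO against WT (n = 3 mice per genotype), on the log2(FPKM + 0.1) scale. Circles are the values from the FPKM as deposited, squares those after correction for GC content, and bars are standard errors. The values of 20 genes lay above 0 and those of 6 below it in both sets, and most lay closer to 0 after the correction.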

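*Acvr2a* (ENSMUSG00000052155, chromosome 2, 48814109 to 48903269) was at 9.28 ± 1.57 FPKM (SD, n = 3) in WT and 5.69 ± 1.62 FPKM (SD, n = 3) in KO muscle, a log2 fold change of -0.72 (standard error 0.23, adjusted p = 0.119). *Cry1* (ENSMUSG00000020038, chromosome 10, 85131700 to 85185064) was at 4.23 ± 0.541 FPKM (SD, n = 3) in WT and 2.65 ± 0.292 FPKM (SD, n = 3) in KO muscle, a log2 fold change of -0.65 (standard error 0.15, adjusted p = 0.0753), and kept a log2 fold change of -0.65 after correction for GC content, which moved that of *Acvr2a* to -0.37. All 3 KO libraries lay under all 3 WT libraries for both genes. *Il1r1* (ENSMUSG00000026072, chromosome 1, 40225080 to 40317257) overlapped between the genotypes. It was at 2.08, 6.65 and 7.14 FPKM in WT replicates 1, 7 and 8 and at 1.73 to 2.47 FPKM in the KO libraries, a log2 fold change of -1.18 (standard error 0.44, adjusted p = 0.156). WT replicate 1 decided the size of this difference, since the log2 fold change was -1.74 without it. *Sumo2* (ENSMUSG00000020738, chromosome 11, 115523102 to 115536276) was lower in the KO mice as well, at 123 ± 21.7 FPKM (SD, n = 3) in WT and 82.2 ± 7.71 FPKM (SD, n = 3) in KO muscle, a log2 fold change of -0.57 (standard error 0.15, adjusted p = 0.0888), with no overlap between the libraries of the genotypes, and its log2 fold change was -0.26 after correction for GC content. From the genes that were increased and those that were decreased in the heat map, the paper proposes that signaling pathways of muscle atrophy, the peripheral circadian rhythm and inflammation are regulated differently between the genotypes.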

**FIGURE 6:**
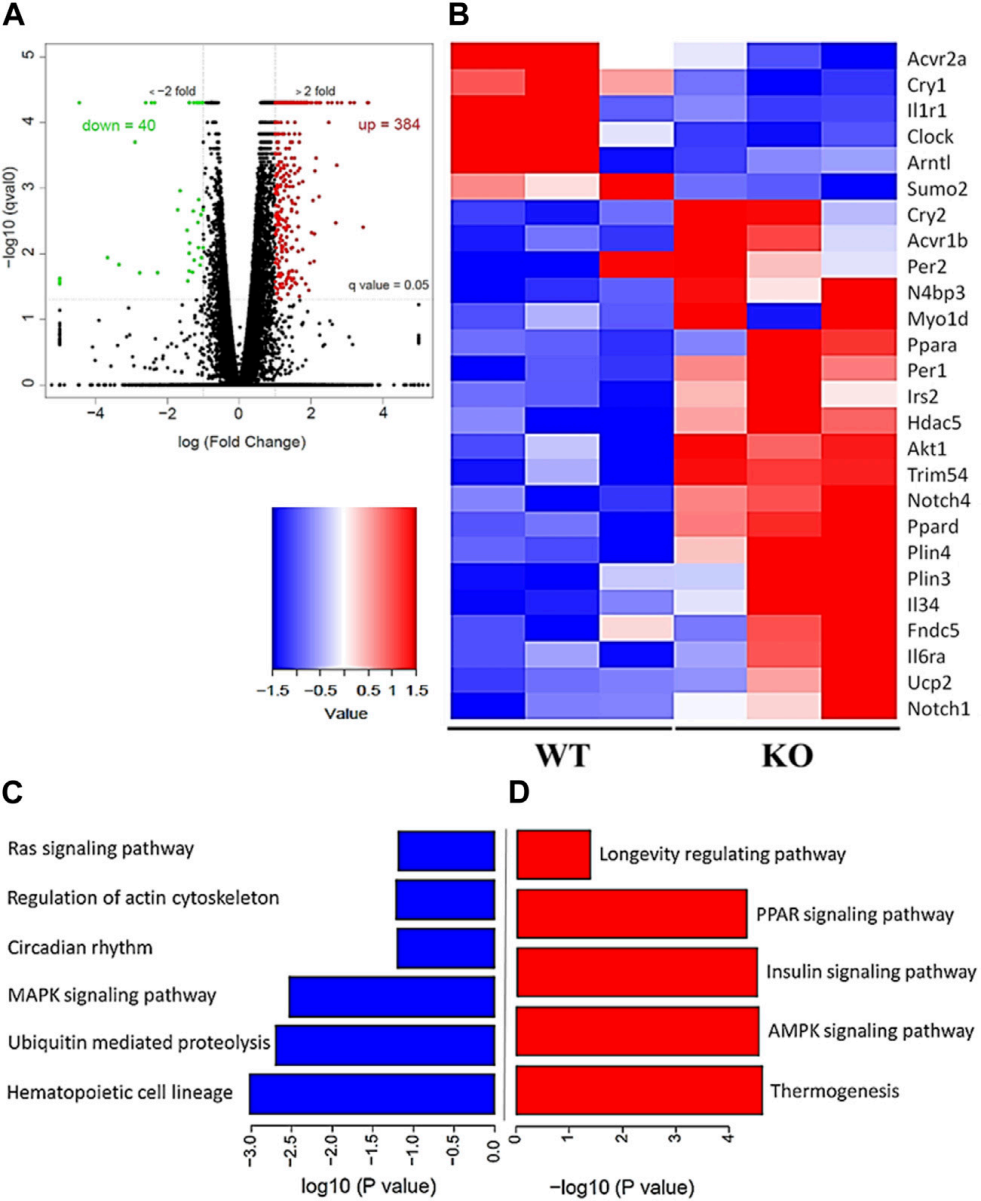
RNA Seq data analysis of the hindlimb GAS muscles of young (20 weeks) WT and KO mice. **(A)** Volcano plot showing differentially expressed genes in the KO_vs._WT mice. **(B)** Heat map of the key genes that are differentially expressed in the KO_vs._WT mice. **(C)** Signaling pathways that are downregulated and **(D)** upregulated in the KO_vs._WT mice. Data are expressed as significantly different where *q* < 0.05, and *n* = 3 mice/group.

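The pathways of Figures 6C and 6D were looked at through 12 short lists of their genes, written before the values were examined and without the genes that the paper names, since the KEGG sets themselves were not used here. Each list was tested with camera at a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over the 12 lists. The ubiquitin mediated proteolysis list was lower in the KO mice, with a mean log2 fold change of -0.13 over 69 tested genes (adjusted p = 0.000494). Of its genes, 17 were higher and the rest lower, and the mean was -0.074 without KO replicate 7. It was the one list past 0.05, and 0 lists were past it under fry, with the correlation estimated from the data or after correction for GC content. The median GC content of its genes was 46.1%. Ras signaling (mean log2 fold change -0.15, adjusted p = 0.118), actin cytoskeleton (0.051, adjusted p = 0.826), MAPK signaling (0.13, adjusted p = 0.637) and hematopoietic cell lineage (0.084, adjusted p = 0.826) were not past the threshold. Camera compares a list with the other genes, so its direction can differ from the sign of the mean. It was down for actin cytoskeleton, hematopoietic cell lineage and longevity. After correction for GC content it was up for actin cytoskeleton and hematopoietic cell lineage and still down for longevity. For the pathways of Figure 6D, mean log2 fold changes were 0.16 for the nuclear genes of the respiratory chain, which stood for thermogenesis (adjusted p = 0.185), 0.14 for AMPK signaling (adjusted p = 0.464), 0.13 for insulin signaling (adjusted p = 0.574), 0.20 for PPAR target genes (adjusted p = 0.387) and 0.10 for longevity (adjusted p = 0.826). These were lists of 15 to 83 tested genes, and 0 of these 9 lists had an adjusted p under 0.05, while Ras signaling and the respiratory chain had an unadjusted p under it.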

## Discussion

The voltage-gated potassium channel β2 subunit (Kvβ2) has been implicated in many physiological functions, however, its role in skeletal muscle function remains unknown. Therefore, in the present study we sought to test the effect of Kvβ2 deletion on mouse skeletal muscle function. We report three major changes in the mouse skeletal muscle based on the deletion of Kvβ2 in mice: 1) deletion of Kvβ2 leads to decreased muscle function, 2) genetic deletion of Kvβ2 leads decreased myofibrils sarcomere length and myofiber cross-sectional area and 3) RNA seq analysis provides insights into the differential gene expression patterns that are consistent with muscle atrophy, inflammation, altered energy metabolism and circadian rhythm.

Based on the study, we demonstrate that there was reduced forelimb grip strength in the young Kvβ2 KO mice, which was also apparent during aging in these mice. Previously, we reported that the deletion of Kvβ2 in mice leads to reduced hindlimb muscle and body weights with decreased Pax7 protein levels during postnatal growth (Chapalamadugu et al., 2018). Here, we confirm a robust reduction in the hindlimb muscles and body weights in young Kvβ2 KO as well as in old Kvβ2 KO mice. Consistent with our previous finding, we also found a similar reduction in the medium to largest diameter sized myofibers area in the hindlimb TA muscles cross-sections of the young Kvβ2 KO mice analyzed (Chapalamadugu et al., 2018). Similarly, the transmission electron microscopy image analysis of the hindlimb EDL muscles longitudinal sections also revealed a decrease in the myofibrils sarcomere length in the young Kvβ2 KO mice suggesting plausible myofiber atrophy. Together, this suggests that the observed decline in the muscle function might be due to its direct association with the decreased muscle weights. To address this question, we utilized the *ex vivo* hindlimb EDL myofibers force-frequency relationship and found that the deletion of Kvβ2 in mice leads to decreased absolute and normalized EDL myofibers FFR both in the young and old Kvβ2 KO mice, suggesting that muscle function is compromised by loss of muscle mass as well as the decreased length of the sarcomere.

Intriguingly, the young Kvβ2 KO mice displayed an increase in fibrotic tissue area in hindlimb TA muscles cross-sections stained with Van Gieson’s staining but was found to be non-significant between the genotypes in the old mice as the aged WT mice also displayed an increase in the fibrotic tissue area consistent with the aging muscle phenotype. To test this, we performed an in-depth RNA-Seq analysis of the differentially expressed genes in the hindlimb GAS muscles of the young Kvβ2 KO_vs._WT mice. The volcano plot analysis identified 384 and 40 genes to be up- and downregulated in the Kvβ2 KO mice, respectively. Subsequent, heat map analysis revealed an increase in the expression of number of key genes involved in skeletal muscle development, proliferation and cell fate determination (Notch signaling), atrophy (Neurogenic), inflammation (Interleukins), energy metabolism and muscle plasticity (Ppars and Insulin signaling), along with a decrease in the circadian peripheral core clock genes (*Clock* and *Bmal1/Arntl*) and an increase in the negative feedback loop core clock gene repressors (*Per* and *Cry*) reflective of impaired muscle phenotype (Luo et al., 2005; Perera et al., 2012; Manickam and Wahli, 2017). Noticeably, we showed previously the downregulation of circadian core clock *Bmal1* gene expression in the cardiac tissue samples of the young Kvβ2 KO mice (Tur et al., 2021). In addition, we also validated the pro-inflammatory *Il6* myokine expression through real-time quantitative PCR analysis of the hindlimb GAS muscles of the young and old Kvβ2 KO mice and found that *Il6* expression was higher in both the young and old Kvβ2 KO mice.

Previously, we showed that deletion of Kvβ2 in mice enhanced NEDD4 levels and decreased PAX7 protein levels in skeletal muscle during postnatal myogenesis (Chapalamadugu et al., 2018) suggesting that Nedd4 might negatively regulate *Pax7* expression in the young Kvβ2 KO mice. 

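*N4bp3* (ENSMUSG00000001053, chromosome 11, 51643063 to 51650842) was under the filter of the test, with a mean FPKM under 0.5. It was at 0.262, 0.154 and 0.209 FPKM in WT replicates 1, 7 and 8 and at 0.665, 0.792 and 0.449 FPKM in KO replicates 1, 7 and 8. All 3 KO libraries lay above all 3 WT libraries (exact permutation test, two-sided, p = 0.1). The mean log2 difference of 1.24 stayed between 1.09 and 1.44 with each library left out in turn. *N4bp3* has a GC content of 61.1%.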

In this study we show an increase in NEDD4 ubiquitin ligase binding protein 3 (*N4bp3*) expression in the young Kvβ2 KO mice. We also found that deletion of Kvβ2 in mice leads to an increase in *Myo1d* (Myosin1d), along with an increase in *Notch* 1 and 4 expression levels in the Kvβ2 KO mice, suggesting that there might be an increase in the early progenitor population in these mice (Luo et al., 2005). In addition, we also noticed an increase in the *Acvr1b*, *Hdac5*, and *Trim54/MuRF3* expression levels in the Kvβ2 KO mice suggesting possible activin receptor signaling, and neurogenic muscle atrophy of skeletal muscles in these mice leading to reduced muscle mass, grip strength, the contractile unit sarcomere length, myofiber size, and increased fibrosis (Moresi et al., 2010; Lee et al., 2020). Furthermore, the circadian core clock genes *Clock* and *Arntl/Bmal1* expression was found to be downregulated in the Kvβ2 KO mice with a simultaneous increase in the negative feedback loop core clock gene repressors *Per1*, *Per2*, and *Cry2* expression levels, which clearly indicates the involvement of peripheral circadian clock genes in the Kvβ2 KO mice (Sadria and Layton, 2021). 

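*Trim54* (ENSMUSG00000062077, chromosome 5, 31116712 to 31137630), which encodes the muscle ubiquitin ligase MuRF3, was at 56.7 ± 23.7 FPKM (SD, n = 3) in WT and 136 ± 3.76 FPKM (SD, n = 3) in KO muscle, a log2 fold change of 1.35 (standard error 0.28, adjusted p = 0.0708). *Hdac5* (ENSMUSG00000008855, chromosome 11, 102194432 to 102230166) was at 11.1 ± 1.35 FPKM (SD, n = 3) in WT and 18.1 ± 2.55 FPKM (SD, n = 3) in KO muscle, a log2 fold change of 0.69 (standard error 0.14, adjusted p = 0.0708). *Acvr1b* (ENSMUSG00000000532, chromosome 15, 101174067 to 101213684) was at 8.27 ± 0.480 FPKM (SD, n = 3) in WT and 12.3 ± 2.47 FPKM (SD, n = 3) in KO muscle, a log2 fold change of 0.55 (standard error 0.16, adjusted p = 0.101). None of the 3 genes overlapped between the genotypes, and their log2 fold changes kept their sign with each library left out, with a lowest value of 1.04 for *Trim54*, 0.58 for *Hdac5* and 0.41 for *Acvr1b*. After correction for GC content these log2 fold changes were 0.74 for *Trim54*, 0.083 for *Hdac5* and 0.35 for *Acvr1b*, with standard errors of 0.21, 0.16 and 0.16.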

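*Clock* (ENSMUSG00000029238, chromosome 5, 76209868 to 76304792) was at 5.08 ± 1.06 FPKM (SD, n = 3) in WT and 2.92 ± 0.196 FPKM (SD, n = 3) in KO muscle, a log2 fold change of -0.76 (standard error 0.18, adjusted p = 0.0776), with all KO libraries under all WT libraries. *Arntl* (ENSMUSG00000055116, chromosome 7, 113207465 to 113314126) was at 1.84, 11.7 and 10.5 FPKM in WT replicates 1, 7 and 8 and at 2.62, 4.18 and 3.80 FPKM in KO replicates 1, 7 and 8. Its log2 fold change of -0.80 (adjusted p = 0.448) was smaller than the range within the WT libraries, which was 2.60 on the log2 scale, and WT replicate 1 lay under every KO library. Without that library the log2 fold change was -1.65, and with each library left out in turn it ranged from -1.65 to -0.35. *Per2* (ENSMUSG00000055866, chromosome 1, 91415982 to 91459324) was at 4.07, 0.548 and 0.768 FPKM in the WT and 4.38, 2.32 and 2.89 FPKM in the KO replicates, with a log2 fold change of 1.26 (adjusted p = 0.258). It was 2.09 without WT replicate 1, which had more *Per2* than KO replicates 7 and 8. The range with each library left out in turn was 0.75 to 2.09. *Per1* (ENSMUSG00000020893, chromosome 11, 69095217 to 69109960) was at 4.62 ± 1.66 FPKM (SD, n = 3) in WT and 17.2 ± 4.65 FPKM (SD, n = 3) in KO muscle, a log2 fold change of 1.91 (standard error 0.30, adjusted p = 0.0667). *Cry2* (ENSMUSG00000068742, chromosome 2, 92403646 to 92434043) was at 8.29 ± 0.511 FPKM (SD, n = 3) in WT and 12.7 ± 2.73 FPKM (SD, n = 3) in KO muscle, a log2 fold change of 0.59 (standard error 0.17, adjusted p = 0.102). All KO libraries lay above all WT libraries for these 2 genes. The correction for GC content gave log2 fold changes of 1.36 for *Per1*, 0.33 for *Cry2* and -0.44 for *Clock*. A list of clock output genes that the paper does not name (*Per3*, *Dbp*, *Tef*, *Hlf*, *Nr1d1*, *Nr1d2*, *Bhlhe41* and *Bhlhe40* were tested) had a mean log2 fold change of 0.22 (camera, p = 0.355, adjusted p = 0.609), with 6 of 8 genes higher in the KO mice. Its mean was 0.37 without WT replicate 1 and 0.068 without WT replicate 8.

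**Figure D3:**
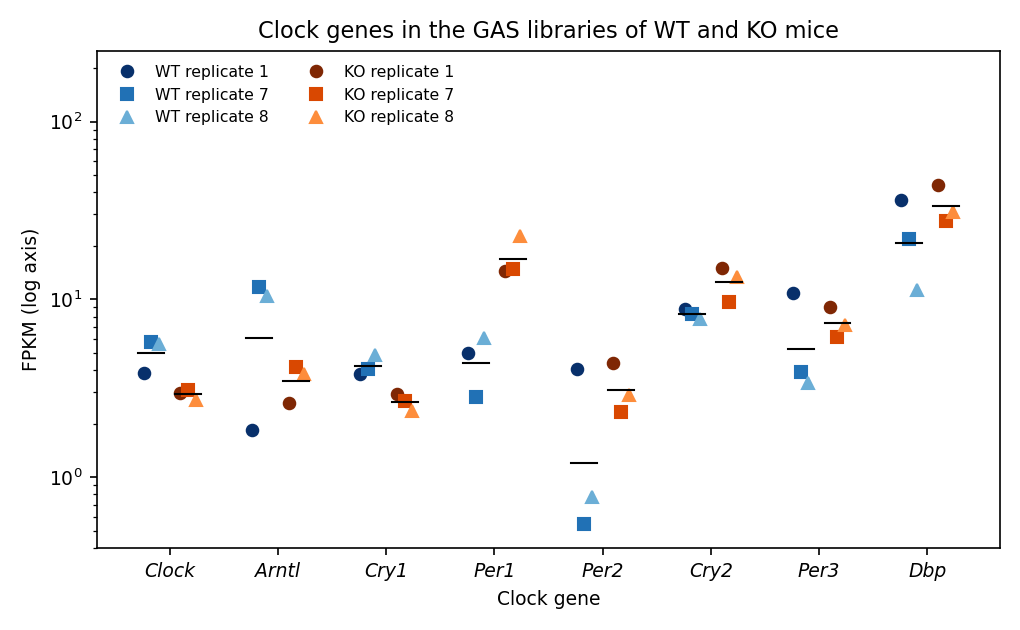
FPKM of 8 clock genes in each of the 6 libraries, on a log axis. Each point is 1 mouse, with WT in blue and KO in orange, and the line is the geometric mean of the 3 mice of a genotype. WT replicate 1 stood apart from the other WT mice for *Arntl* (1.84 FPKM), *Per2* (4.07 FPKM) and *Per3* (10.9 FPKM).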

There was also an increase in the pro-inflammatory markers such as *Il34*, *Il6ra*, and a decrease in the *Il1r1* agonist/antagonist receptor suggesting that there is increased inflammation in the skeletal muscles of the young Kvβ2 KO mice. Additionally, we also noticed an increase in the expression of genes involved in energy metabolism and muscle plasticity such as *Ppars* (*Ppar-α* and *Pparδ*) and insulin (*Irs2/Akt1*) signaling, lipid droplets associated proteins (*Plin3, 4*), browning of adipose tissues (*Fndc5, Ucp2*), and a decrease in the small ubiquitin-like modifier 2 (*Sumo2*) in the young Kvβ2 KO mice. 

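*Il34* (ENSMUSG00000031750, chromosome 8, 110741829 to 110805924) was at 1.25 ± 0.240 FPKM (SD, n = 3) in WT and 2.63 ± 0.687 FPKM (SD, n = 3) in KO muscle, a log2 fold change of 1.00 (standard error 0.24, adjusted p = 0.08001). *Il6ra* (ENSMUSG00000027947, chromosome 3, 89864059 to 89913196) was at 0.657 ± 0.157 FPKM (SD, n = 3) in WT and 1.35 ± 0.538 FPKM (SD, n = 3) in KO muscle, a log2 fold change of 0.89 (standard error 0.34, adjusted p = 0.159). Its lowest KO library (0.818 FPKM) and its highest WT library (0.815 FPKM) were nearly equal. The correction for GC content changed the log2 fold change of *Il34* to 0.55 and that of *Il6ra* to 0.83. Of 19 inflammation genes listed before the values were examined, 7 passed the filter on low FPKM, and 6 of these were higher in the KO mice. The mean log2 fold change of the list was 0.37 (camera, adjusted p = 0.360 over 10 lists), and it lay between 0.26 and 0.42 with each library left out.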

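*Ppara* (ENSMUSG00000022383, chromosome 15, 85734983 to 85802819) was at 0.796 ± 0.152 FPKM (SD, n = 3) in WT and 2.32 ± 1.24 FPKM (SD, n = 3) in KO muscle, a log2 fold change of 1.29 (standard error 0.42, adjusted p = 0.1202), and *Ppard* (ENSMUSG00000002250, chromosome 17, 28232700 to 28301474) had a log2 fold change of 1.10 (standard error 0.23, adjusted p = 0.0716). For insulin signaling, *Irs2* (ENSMUSG00000038894, chromosome 8, 10984681 to 11008458) was at 0.456 ± 0.181 FPKM (SD, n = 3) in WT and 1.65 ± 0.783 FPKM (SD, n = 3) in KO muscle, a log2 fold change of 1.63 (standard error 0.40, adjusted p = 0.0809), and *Akt1* (ENSMUSG00000001729, chromosome 12, 112653821 to 112674884) had a log2 fold change of 0.90 (standard error 0.24, adjusted p = 0.0887). The lipid droplet gene *Plin4* (ENSMUSG00000002831, chromosome 17, 56100591 to 56109803) was at 24.9 ± 5.09 FPKM (SD, n = 3) in WT and 50.8 ± 8.34 FPKM (SD, n = 3) in KO muscle, a log2 fold change of 1.03 (standard error 0.19, adjusted p = 0.0667), and *Plin3* had a log2 fold change of 0.73 (standard error 0.21, adjusted p = 0.103). These 6 genes and *Ucp2*, with a log2 fold change of 1.00 (standard error 0.36, adjusted p = 0.143), did not overlap between the genotypes, which 10% of unchanged genes do by chance with 3 libraries against 3. *Ucp2* was at 3.97, 11.8 and 6.67 FPKM in KO replicates 1, 7 and 8, the first of these close to the highest WT library at 3.74 FPKM. For *Plin3*, the lowest KO library (7.04 FPKM) and the highest WT library (6.98 FPKM) were nearly equal. *Fndc5* overlapped, with 4.37 to 11.7 FPKM in WT and 8.10 to 19.4 FPKM in KO muscle and a log2 fold change of 0.87 (adjusted p = 0.223). After correction for GC content, log2 fold changes were 1.19 for *Ppara*, 0.61 for *Ppard*, 1.21 for *Irs2*, 0.33 for *Akt1*, 0.67 for *Plin4*, 0.61 for *Plin3*, 0.68 for *Ucp2* and 0.67 for *Fndc5*.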

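*Sirt6* (ENSMUSG00000034748, chromosome 10, 81621785 to 81627797) encodes a nuclear protein deacetylase. It was at 0.533 ± 0.0421 FPKM (SD, n = 3) in WT and 1.09 ± 0.190 FPKM (SD, n = 3) in KO muscle, a log2 fold change of 0.90 (standard error 0.25, adjusted p = 0.0981). All 3 KO libraries lay above all 3 WT libraries, and the log2 fold change stayed between 0.77 and 0.97 with each library left out in turn. *Sirt6* has a GC content of 59.6%, and its log2 fold change was 0.31 (standard error 0.26) after correction for GC content.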

Interestingly, there was also an increase in the longevity associated pathway, i.e., the NAD^+^-dependent protein deacetylase *Sirt6* expression in the Kvβ2 KO mice, which is implicated in cellular stress resistance, genomic stability, aging and energy homeostasis (Roichman et al., 2021). Collectively, these data suggest that the genetic ablation of Kvβ2 in mice results in the use of alternate energy metabolism to overcome the overt skeletal muscle phenotype observed in young adults.

## Conclusion

The present study demonstrates that deletion of Kvβ2 decreased muscle mass and strength. The deletion of Kvβ2 in mice also resulted in increased fibrotic tissues area in the young Kvβ2 KO mice along with an increase in the proinflammatory markers. RNA Seq analysis showed increased expression of genes involved in muscle atrophy, energy metabolism, inflammation, and circadian rhythm. Overall, this is the first study linking kcnab2 gene to age related muscle function along with molecular insights into signaling pathways.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material. GEO accession number GSE233996.

How the deposited data were processed for this re-analysis (not part of the article)

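RNA from the GAS muscles of 3 WT and 3 Kvβ2 KO mice, 20 weeks of age, was measured by RNA-seq with 1 library per mouse. The labels and the paper name the genotype of each library, and the libraries of both genotypes carry the numbers 1, 7 and 8. The authors mapped the reads to GRCm38 with TopHat and computed FPKM values with Cufflinks. The deposited table holds the FPKM of 37979 genes in 6 libraries, with 34616 gene symbols. The paper's text does not name the versions of these tools or the release of the gene annotation. The labels and the paper's text give no time of day at which the mice were killed, and no batch of library preparation or sequencing.

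Reads were not used here, and no counts were tested. The FPKM values of low genes with 1 annotated transcript of 1500 to 6000 bases fell on steps of whole fragments, which gave the number of fragments per library. Within a tolerance of 0.15 of a whole fragment, this held for 92.6% to 95.8% of the low values in each library. The median was 14990000 fragments in the KO and 19260000 in the WT libraries, so 1 fragment on a transcript of 1 kilobase is worth 0.0497 to 0.0716 FPKM. Genes near that value, *Kcnab2* among them, rest on few fragments. Among the 14983 genes above 0 in every library, no pair of libraries shared more than 1 value, so each was counted as a replicate.

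Gene coordinates, biotypes, exonic length and GC content came from GENCODE vM21 on GRCm38, in which 32916 of the 37979 gene identifiers were found. GC content is the mean over a gene's annotated transcripts, weighted by length, and was known for 97.2% of the tested genes. Genes that share a symbol with another entry of the table make up 3685 entries, and such genes, paralogs and overlapping genes can share fragments in ways that the FPKM do not show.

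Differential expression was tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.1), with a trend of the variance on mean expression, for the 12334 genes with a mean of at least 0.5 FPKM over the 6 libraries. P-values were adjusted by the method of Benjamini and Hochberg. A gene was called at an adjusted p under 0.05, and a fold threshold of 2 was added for the counts set beside the volcano plot. Tests of single values were exact permutation tests, two-sided. Genes were named by a rule set before the data were examined. It covers *Kcnab2* and its paralogs, each gene the paper names, and the 5 largest rises and the 5 largest falls among called genes with a mean of at least 1 FPKM and no overlap between the genotypes. Other genes are named as chosen after their values were seen.

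Gene lists were written before the data were examined, 12 for the pathways of Figure 6 and 10 for other themes. The 10 lists covered inflammation, fibrosis, atrophy and denervation, fiber types, other tissues and handling of the tissue. The result of 1 of the pathway lists is not reported here. They were tested with camera at a preset correlation of 0.01, and with fry and an estimated correlation as alternatives. For GC content and length, each library's deviation from the mean of the libraries was fitted by a loess curve of span 0.3 against that property, and the curve was subtracted. On simulated data of 11775 genes with 200 changed genes, limma recovered 92% of the changed genes with 4 false calls. With a simulated trend on GC content limma made 57 false calls, and 5 after the correction. Each simulated change was larger than the change of any heat map gene as deposited, and genes were drawn independently. The 92% therefore does not show the power for changes as small as those of the heat map genes.

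The alternatives set before the data were examined covered the pseudocount, the filter on low FPKM, the scaling of the libraries, the variance model, array weights, a block on the replicate number, GC content, length, genes that share a symbol, the test of gene lists and leaving out each library. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The *Il6* quantitative PCR, the histology, the physiological measurements and the old mice were not analysed here, since the table covers the GAS muscles of the young mice.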

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

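The tests of pairs of libraries, of the genes listed at 0 and of the explanation for the adipocyte list below were chosen after the result was seen. The adipocyte list and its camera and fry tests were set before the data were examined.

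The log2 fold change between KO and WT muscle rose with the GC content of the exons, with a Spearman's rho of 0.70 over the tested genes, which are not independent replicates. The paper does not report on GC content. The median log2 fold change went from -0.41 in genes under 40% GC to 0.68 in genes of 60% or more. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave a trend as large, the split by genotype, and 3 against 3 libraries cannot give a share under 0.1. Pairs of libraries of 1 genotype showed a smaller trend, with an absolute rho of 0.0671 to 0.346 and a median of 0.258, than pairs of different genotypes, with 0.452 to 0.692. A technical explanation is a library preparation or an RNA quality that differed between the genotypes. A biological one is a change of the RNA itself in KO muscle. Both predict these values, so the 2 cannot be told apart, since preparation and genotype would run together and the labels name no batch. Every KO library was also less deep than every WT library.

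A total of 5 genes (*mt-Nd2*, *mt-Nd5*, *mt-Nd6*, *Tpm1* and *Ttn*) were listed at 0 in all 3 WT libraries and at 1 FPKM or more in all 3 KO libraries. The reverse was found for 7 genes, which were small RNA genes of at most 143 bases. The 5 genes are abundant in muscle. Absence of the mitochondrial RNA from WT muscle is argued against by *mt-Nd3*, which was at 13059 FPKM or more in every WT library. Failed estimates in the authors' quantification remain as an explanation, since 9 of the 13 protein-coding mitochondrial genes were listed at 0 in all 6 libraries. The same explanation may hold for the small RNA genes, whose length is near or under that of a sequenced fragment, but no separate test was made for them.

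A list of 10 adipocyte genes had a mean log2 fold change of 1.71 in KO muscle, with 10 of 10 genes higher (camera, adjusted p = 0.00458 over 10 lists). The adjusted p ranged from 4.38e-05 after GC correction to 0.679 with an estimated correlation, and it was 0.268 under fry. The 3 KO libraries lay above the 3 WT libraries in the list mean. All 10 genes passed the filter on the mean FPKM of the 6 libraries, but *Cidea*, *Plin1* and *Ucp1* were under 0.5 FPKM in every WT library and passed through the KO libraries, so the filter does not show that WT muscle expressed these 3. The other 7 were at 0.5 FPKM or more in at least 1 WT library. KO replicate 7 carried much of the difference, and the list mean was 0.97 without it. *Adipoq* was at 40.4 FPKM in KO replicate 7, against 9.86 and 11.1 FPKM in the other KO libraries and 11.4 FPKM in WT replicate 1. *Scd1*, *Lep* and *Fabp4* were also higher in WT replicate 1 than in KO replicates 1 and 8. For *Retn*, *Cidea*, *Cidec*, *Plin1* and *Cfd*, KO replicates 1 and 8 lay above every WT library. Fat in the dissected muscle is a candidate explanation for the list, and a change in fat within KO muscle was not tested. *Fabp4*, the most abundant gene of the list, had a log2 fold change of 0.26. Of the 4 lists of other tissues (fat, blood, Schwann cells and endothelium), 1 had an adjusted p under 0.05. Whether cells of another tissue account for other genes that rose stays open.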

How the results depend on the processing

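Of the settings below, leaving out genes listed at 0, protein-coding genes alone, the unadjusted p and the ratio of group means without a test were chosen after the values were seen. Counts are given as genes higher and lower in the KO mice. For gene counts of the first kind, an adjusted p under 0.05 and a 2-fold change were asked, which 22 and 7 genes met. The cause of each change below was not tested, except for the shift with TPM scaling and where the setting itself tests fewer genes or fewer samples.

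With a pseudocount of 1, the counts were 7 and 4 with the fold threshold and 7 and 4 without it, and the log2 fold change of *Kcnab2* was -0.19. With a pseudocount of 0.01 it was -3.44. With no filter on low FPKM, 8 and 11 genes passed with the fold threshold and 9 higher genes without it. With a mean of at least 5 FPKM, which tests 6164 genes, these were 53 and 4 genes, and 145 and 22 without the fold threshold. In that setting 1048 genes were higher at an unadjusted p under 0.05. Of the 13 heat map genes it tested, 11 passed when adjusted over the list alone.

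Scaling each library by its median gave 20 higher genes at an adjusted p under 0.05. Scaling by the 75th percentile gave 8 with and 11 without the fold threshold, and quantile normalization 8 and 11. The share of higher genes at an unadjusted p under 0.05 was 58.5% as deposited, 48.3% with the median, 50.4% with the 75th percentile and 47.2% with quantile normalization. The median log2 fold change of all genes was 0.010 as deposited and -0.17 with TPM scaling, which gave 50 and 35 genes with the fold threshold, 109 and 621 without it, 950 and 3087 at an unadjusted p under 0.05 (23.5% higher), and -2.01 for *Kcnab2*. TPM scaling without mitochondrial genes and the top 100 genes gave 11 higher genes with and 13 without the fold threshold, and -2.63 for *Kcnab2*. The median log2 fold change was 0.0016 there, so the shift with TPM scaling depended on the mitochondrial and top 100 genes in the total.

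Without the trend of the variance, 11 and 12 higher genes passed with and without the fold threshold. Array weights gave 335 and 119, 1863 and 1284, and 2316 lower genes at an unadjusted p under 0.05. The length correction gave 13 and 19 higher genes with and without the fold threshold. The GC correction, which tests 11985 genes, gave 6 higher genes in both counts and 690 and 652 at an unadjusted p under 0.05. It gave 5 heat map genes adjusted over the list alone and 0 pathway lists lower. All 13 of the genes it called with the fold threshold were also called as deposited.

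The libraries share replicate numbers, but the deviations of same-numbered libraries from their group means had correlations of -0.025, -0.080 and 0.034, so over all genes the libraries share only a number, which leaves a shared time of day for the clock genes open. With a replicate block, 6 higher genes passed with and 6 without the fold threshold. With the block and the GC correction, these were 5 and 5, with 612 and 534 genes at an unadjusted p under 0.05, 2 heat map genes and 0 pathway lists lower. The block took the fibrosis list (adjusted p = 0.0175) and the blood list (adjusted p = 0.0443) past 0.05, and it changed the call of no other list. Under fry and under camera with an estimated correlation, 0 pathway lists were lower, against 1 with the preset correlation.

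Leaving out the genes listed at 0 left 1 higher and 0 lower genes with and without the fold threshold, against 22 and 7. Among protein-coding genes alone, 74 and 3 genes passed with the fold threshold and 163 and 14 without it. At an unadjusted p with the fold threshold there were 283 and 59 genes, and by the ratio of group means without a test 452 and 193.

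Across the 6 fits that each left out 1 library, 6 to 19 genes were higher and 5 to 19 lower, with the fold threshold and without it. The highest numbers came without WT replicate 8. At an unadjusted p under 0.05, 1392 to 1917 genes were higher and 791 to 1343 lower, with 791 lower without WT replicate 7 and 848 without KO replicate 7. The heat map genes adjusted over the list alone numbered 11 to 22. The mean of the clock output list was 0.068 to 0.37 and was past its threshold without WT replicate 1. There were 0 to 2 pathway lists higher and 1 to 2 lower, with 2 of each without KO replicate 1.

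*Pax7*, *Nedd4*, *Il6* and *Kcnab3* changed direction in some settings. *Pax7* was at -0.0018 with a pseudocount of 1, -0.036 with median scaling, -0.022 with 75th percentile scaling, -0.16 with TPM scaling and -0.0037 with TPM scaling without mitochondrial genes and the top 100 genes, and ranged from -0.11 to 0.15 with 1 library left out. *Nedd4* was at 0.0088 after the GC correction and with the block and the GC correction. With 1 library left out, *Il6* ranged from -0.38 to 0.27 and *Kcnab3* from -0.11 to 0.42. For the 41 single genes with a test, 946 of 1030 values in the settings that tested them kept their direction and their side of the threshold, 40 passed it only there, 42 no longer passed and 2 reversed. The 42 belong to *Tppp3*, *Gtpbp6*, *Ncam1*, CAAA01206539.1.10326.1 and *Snora44*. For the 4 genes under the filter (*N4bp3*, *Kcnab3*, *Il6* and *Pax7*), 77 of 92 values moved by less than the spread between replicates, 12 reversed and 3 moved by more. The depth limits *Kcnab2*, *Kcnab3*, *Il6* and *N4bp3* most, since their FPKM rest on few fragments.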

Differences from the paper's values

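The paper reports 384 upregulated genes, and 22 genes were higher in the KO mice here at an adjusted p under 0.05 and at least a 2-fold change. These counts come from unlike tests. The paper's methods name Cufflinks at a q value under 0.05, and its text names no fold threshold. That test could not be rerun from the FPKM of each library, so the settings below are all of the test used here. With array weights, set before the data were examined, 335 genes were higher, which is within 1.5 times the paper's number. None of the other alternatives set before the data were examined did this, and they gave 5 to 53 genes. Of the settings chosen after seeing the values, an unadjusted p with the fold threshold gave 283 genes and the ratio of group means without a test gave 452, both within 1.5 times the paper's number, while protein-coding genes alone gave 74 and leaving out genes listed at 0 gave 1.

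The paper reports 40 downregulated genes, and 7 genes were lower here. With TPM scaling, set before the data were examined, 35 genes were lower. TPM scaling divides each library by its total FPKM. That total holds genes listed at 0 in WT alone, such as *mt-Nd2* at 16777 to 20129 FPKM in KO muscle. Without mitochondrial genes and the top 100 genes in the total, TPM scaling gave 7 lower genes, so the 35 may rest on those estimates. The other alternatives set before the data were examined gave 4 to 19 genes, and array weights gave 119. Of the settings chosen after seeing the values, an unadjusted p with the fold threshold gave 59 genes, within 1.5 times the paper's number, and the ratio of group means without a test gave 193. The paper's results text gives a p for Figure 6A, and its methods and the legend give a q value.

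The results text of the paper lists *Sumo2* among the genes with increased expression, while its discussion and its heat map give a decrease. Here its log2 fold change was -0.57, and it was between -0.75 and -0.26 over the alternatives.

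The paper gives the heat map genes as significantly different. Of the 26 genes tested here, *Sirt6* included, 0 had an adjusted p under 0.05 over all genes, while 22 had an unadjusted p under 0.05. Array weights called 25 of them, all but *Myo1d*. TPM scaling called 7 (*Acvr2a*, *Clock*, *Cry1*, *Per1*, *Plin4*, *Sumo2* and *Trim54*), and 0 without mitochondrial genes and the top 100 genes in the total. A mean of at least 5 FPKM, which tested 13 of them, called 4 (*Hdac5*, *Per1*, *Plin4* and *Trim54*). Leaving out WT replicate 8 called *Trim54*, and protein-coding genes alone, chosen after seeing the values, called 3 (*Per1*, *Plin4* and *Trim54*).

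The paper gives *Arntl* as lower and *Per2*, *Fndc5* and *Myo1d* as higher in the KO mice. They had log2 fold changes of -0.80, 1.26, 0.87 and 0.45 here, with an unadjusted p of 0.249, 0.0926, 0.0699 and 0.209. *Arntl*, *Per2* and *Fndc5* had an unadjusted p under 0.05 with array weights and without WT replicate 1, *Per2* also with a replicate block, *Fndc5* also without KO replicate 1, and *Myo1d* without KO replicate 8.

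Figure 6C of the paper shows the circadian rhythm, Ras, MAPK and actin cytoskeleton pathways and the hematopoietic lineage as lower in the KO mice. Of the lists written for them here, Ras signaling had a negative mean. Camera, which compares a list with the other genes, gave the direction down for Ras signaling, actin cytoskeleton and hematopoietic lineage. It was up for MAPK signaling and for the clock output list, which had a mean log2 fold change of 0.22. After the GC correction the direction turned up for actin cytoskeleton and hematopoietic lineage. Figure 6D shows longevity, PPAR, insulin, AMPK and thermogenesis as higher. The lists for these had means above 0, with the direction down for longevity in camera, and none had an adjusted p under 0.05 over all 6 libraries. Up to 2 pathway lists were higher when a library was left out.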

Other observations

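The tests of the share of higher genes at an unadjusted p and of the clock genes together were set before the data were examined. So were the test of the genes near *Kcnab2* and the camera and fry tests of the gene lists. The other tests below were chosen after the result was seen.

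The split of the libraries by genotype gave more genes than any of the other 9 splits into 3 and 3. It was 1 of 10 for the 29 genes at an adjusted p under 0.05 and at least 2-fold (at most 5 in another split), 1 of 10 for the 40 genes without the fold threshold, 1 of 10 for the 3230 genes at an unadjusted p under 0.05 (at most 784 in another), 1 of 10 for the excess of higher over lower genes and 1 of 10 for the heat map genes adjusted over the list alone. With 3 libraries against 3, a share under 0.1 cannot be reached. The study chose the heat map genes on these same libraries, so their 1 of 10 is not independent evidence. After the GC correction, the genotypes gave 1342 genes at an unadjusted p under 0.05 and the split of WT replicate 1 with KO replicates 7 and 8 gave 1311.

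More genes were higher than lower in the KO mice at an unadjusted p under 0.05, with 58.5% higher. GC content may account for this, since the share was 49.8% among genes of 48% to 52% GC. The share was 48.3% after median scaling and 51.5% after the length correction, but both move the centre of the libraries, which brings the share toward balance whatever the cause, so scaling and length stay open. Among the genes that were also at least 2-fold changed, 82.7% were higher. Scaling as the whole cause is argued against by 78.0% after median scaling and 59.7% after TPM scaling, where 23.5% of the genes at an unadjusted p under 0.05 were higher, and length by 82.8% after the length correction. The GC correction lowered the share to 61.5%, consistent with GC content as part of the cause. The number of genes at an unadjusted p under 0.05 went from 3230 to 1342 with the GC correction and to 3302 with the length correction, which argues against length. A difference in the muscle of the KO mice stays open.

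Array weights called 3147 genes between the genotypes, and 2 of the 10 splits called as many. The other split, WT replicates 1 and 7 with KO replicate 1 against the rest, called 6939, and the remaining 8 splits called 0 to 2823. The weights rested on single libraries, with 6.12 for WT replicate 7 and 0.355 for WT replicate 1 in the split by genotype, so the calls with array weights may come from the weights.

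*Arntl* ranged over 2.60 on the log2 scale within the WT libraries, by more than it differed between the genotypes, with WT replicate 1 apart from the other WT mice. Replicate 1 was the lowest library of its genotype in both genotypes for *Arntl* and *Nr1d1* and the highest in both for *Per2*, *Per3*, *Dbp* and *Cry2*, but not for *Clock*, *Cry1* and *Per1*. A candidate explanation for *Arntl* and *Per2* is the time of day at which single mice were killed, which the paper's text does not give, and whether mice of the same number shared it stays open. The clock output list had a mean log2 fold change of 0.22 over all libraries. Of the 10 splits, the split by genotype included, 7 gave a camera p for this list at least as small. Its mean was 0.37 without WT replicate 1, where camera's p was under 0.05, so for the clock genes together time of day and genotype cannot be told apart from 3 mice of each genotype. *Clock*, *Cry1*, *Cry2* and *Per1* did not overlap between the genotypes.

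Of the lists for the pathways of Figure 6, 1 had an adjusted p under 0.05, and all 10 of the 10 splits gave at least as many lists past it.

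Genes within 10 Mb of *Kcnab2* on chromosome 4 were looked at for passenger DNA of the strain in which the allele was made. At an unadjusted p under 0.05, 39 of 126 genes near *Kcnab2* (31.0%) and 3191 of 12208 other genes (26.1%) were found (Fisher's exact test, two-sided, p = 0.222). After the GC correction these were 21 of 126 and 1321 of 11859 (Fisher's exact test, p = 0.0630). Expression alone leaves passenger DNA open, since few genes near the allele need to change.

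A list of 9 slow fiber genes had a mean log2 fold change of 1.73, with 9 of 9 genes higher in the KO mice (camera, adjusted p = 0.0957 over 10 lists). The adjusted p was 0.0251 after GC correction, past 0.05, and 0.468 under fry and 0.692 with an estimated correlation. WT replicate 8 decided this value. *Myh7* was at 0.0513 FPKM there, against 24.3 and 22.1 FPKM in the other WT libraries and 15.2 to 77.4 FPKM in the KO libraries, and the list mean was 0.30 without it. The share of slow fibers in the dissected piece is a candidate explanation. The fast fiber list had a mean of 0.21 (adjusted p = 0.405).

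A list of 8 immediate early genes had a mean log2 fold change of 1.24, with 8 of 8 genes higher (adjusted p = 0.0124, and 0.266 under fry, with 0.0251 after GC correction and 0.679 with an estimated correlation). The list mean ranged over 1.53 on the log2 scale within the KO libraries and 1.67 within the WT libraries. Handling of single mice before the tissue was frozen and a difference between the genotypes cannot be told apart, since the spread within a genotype is as large as the difference. Without KO replicate 8 the mean was 0.79.

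The lists below had no adjusted p under 0.05 with camera's preset correlation, as deposited or after GC correction. The fibrosis list had a mean log2 fold change of 0.34 with 15 of 20 genes higher (adjusted p = 0.0773), and 0.20 without KO replicate 7 and 0.51 without KO replicate 8. The atrophy and denervation list had a mean of 0.26 with 8 of 13 genes higher (adjusted p = 0.388), and 0.13 without WT replicate 1 and 0.15 without KO replicate 8. The blood list had a mean of 0.83 over 3 genes (adjusted p = 0.0773), the endothelium list 0.17 over 8 genes (adjusted p = 0.369) and 0.042 without KO replicate 7, and the Schwann cell list 0.16 over 5 genes (adjusted p = 0.958). The Schwann cell list had a mean of -0.37 without WT replicate 8, -0.39 without KO replicate 7, 0.60 without WT replicate 7 and 0.64 without KO replicate 1.

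The paper reports *Il6* by quantitative PCR and NEDD4 and PAX7 from other work. In the RNA-seq libraries, *Il6* was at 0.103, 0.156 and 0.0495 FPKM in WT replicates 1, 7 and 8 and at 0.143, 0 and 0.133 FPKM in KO replicates 1, 7 and 8, too few fragments to show a difference. *Pax7* was at 0.340 to 0.529 FPKM in WT and 0.362 to 0.446 FPKM in KO muscle. *Nedd4* was at 110 to 120 FPKM in WT and 87.3 to 108 FPKM in KO muscle, a log2 fold change of -0.21 (adjusted p = 0.280).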
